A study of Capra hircus with 30 samples. Its data were reported in "Transcriptome profile of goat folliculogenesis reveals the interaction of oocyte and granulosa cell in correlation with different fertility population" (2021).

How the data were processed

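The 30 libraries were made from total RNA of ovarian granulosa cells, the somatic cells that surround the oocyte, of Ji'ning grey goats. They fall into 6 groups of 5 libraries, which cross 2 fertility classes with 3 follicle sizes. The high fertility groups are HLG (large follicles), HMG (medium) and HSG (small), and the low fertility groups are LLG, LMG and LSG. Libraries are named by their group and the number the labels give them (5, 7, 8, 9 or 10). The study's methods say that follicles of several goats were collected in each fertility class and that the granulosa cells of each size were divided into samples. Which animals a library comes from is not stated, so the spread between libraries may not be the spread between animals.

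The authors deposited FPKM values (fragment numbers scaled by gene length and by the mapped total of the library), written with 2 decimals, for 20125 features in the 30 libraries. Per the study's methods, the authors kept unique alignments to the goat genome, removed duplicates with picard and computed FPKM with Cufflinks. The genome build and the aligner are not stated. The methods name an Ensembl annotation, whereas the table carries NCBI gene numbers for 17946 features and identifiers starting with MXLOC, whose meaning is not stated, for the other 2179. Gene symbols and gene spans were taken from the RefSeq gene table of the goat assembly ARS1.2, where 17945 of the 17946 numbers had an entry. No coordinates were used. The reference lists 13 protein-coding genes of the mitochondrial genome, of which 0 were among the table's features, and these were not analysed here.

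The comparisons, their tests, the rule for naming genes, the main alternatives and the gene lists of the report were set before the data were examined. That plan assumed a table of read counts and a count-based test. Because the table holds FPKM, the planned count test was replaced by limma on log2(FPKM + 1), with all 6 groups in 1 fit and a robust, trended prior on the variance (R 4.3.3, limma 3.58.1). Features with FPKM above 0.5 in at least 5 libraries were tested, which left 6058 features, 717 of them without an NCBI gene number. Adjusted p-values follow Benjamini and Hochberg within each contrast, the threshold was 0.05, and all tests were two-sided. Fold changes are on the log2(FPKM + 1) scale, which understates the change of features with low values. The contrasts were high against low fertility within each size, the same averaged over sizes, the 3 pairs of sizes averaged over fertility, and the fertility by size interaction.

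For each contrast other than the interaction, up to 3 features with a gene symbol per direction were to be named among those past the threshold, and otherwise the single feature with the lowest p. A feature without a symbol is named by its identifier. The genes of 2 lists taken from the study's account of these samples were also named, a list of 12 genes of the NOTCH and TGF-β pathways and a list of 10 genes measured by PCR. Lists of 8 granulosa cell genes and 8 oocyte genes were named for their levels. A list of 27 cell division genes was tested with limma's camera at a preset correlation of 0.01, and with fry and an estimated correlation beside it. Lists for theca, immune, erythroid and endothelial cells and for luteinization were used for detection only. Lists of 30 genes abundant in most cells and 27 genes of other tissues were added after the data had been seen, but before they were tested.

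Fold-only counts took features with a mean of at least 1 FPKM in either group and counted those whose (mean FPKM + 0.1) differed at least 2-fold. Detected features per library are those at 1 FPKM or more. They were compared within each size by an exact permutation test over all 252 assignments of 10 libraries to 2 groups of 5, where the smallest possible two-sided p is 0.00794. Comparisons of detected features between sizes and between all high and all low fertility libraries were added later and used 100000 permutations within the other factor. Homogeneity is the mean Spearman correlation between the libraries of a group over the features tested, compared by the same exact test. The share of squared distances between libraries on log2(FPKM + 2) that each factor takes was tested with 100000 permutations within the other factor. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps.

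Read totals of the libraries were not used here. Relative depth was sought in the steps between low FPKM values of 785 genes with a span of 900 to 1000 bp, since 1 fragment adds about the same FPKM to each. The settings of this estimate were chosen after the values had been looked at. On simulated data with 785 features, it read 20 of 20 libraries with an error of at most 0.35%. The simulated values were whole fragments over exact spans without other noise. Of the real libraries, 16 of 30 were read, and LSG-10, with 122 such genes at 0.1 FPKM or more, was not. The simulation therefore does not show how well real libraries are read. The limma step was tested on simulated data as well. After a 16-fold change was put into 200 random features of the 6058 in HLG against LLG, 3 (1.5%) were called, while 26 of 29 changed features that were above 0 in all 30 libraries (89.7%) were called, with 0 false calls in either run.

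Alternatives changed 1 choice at a time, and included a fit of only the 2 groups compared for the contrasts within a size. They covered the filter, the pseudocount, the scaling of libraries, sample quality weights, the replicate number as a block, the detection limit, the distance and correlation measures, a covariate for the number of features above 0, features without an NCBI gene number, the 4 libraries absent from the study's mapping list, and each library in turn. Gene lists were compared with 10000 random lists of genes matched on span in 20 classes. The libraries of each contrast were also split in 100 ways into groups of the same sizes, the labelled split included. The oocyte libraries that the study also describes were not used here.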

Results

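Granulosa cell transcripts were measured in 30 libraries of Ji'ning grey goats, with 5 libraries in each of 6 groups that cross high or low fertility with large, medium or small follicles. FPKM summed over all features of a library ranged from 33640 in HSG-5 to 82952 in LLG-9. Between 301 and 9256 of the 20125 features were above 0 FPKM in a library. The mean number above 0 was 3561 ± 2414 in HLG, 5337 ± 2415 in HMG and 4357 ± 2141 in HSG (SD, n = 5 libraries each). It was 2091 ± 2242 in LLG, 7774 ± 1325 in LMG and 5598 ± 1838 in LSG (SD, n = 5 each). Read totals of the libraries were not used here. Steps between low values could be read in 16 libraries, where 1 fragment in a gene of 1 kb was worth 0.0613 to 0.0820 FPKM. No such floor could be read in the other 14, and no counting intervals are given.

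Most features were listed at 0 in most libraries. A feature was above 0 in a median of 5 libraries, 10377 features (51.6%) were above 0 in at most 5 libraries, and 2678 features (13.3%) in at least 15. In contrast, 58 features were above 0 in all 30 libraries, 35 of them without an NCBI gene number. These 58 features held 87.3% ± 2.42 of the FPKM of a library (SD, n = 30). Features without an NCBI gene number held 72.6% ± 2.05 (SD, n = 30), and the single feature with the highest mean, MXLOC_1189582, held 8.81% of the mean FPKM. A group of 8 features with spans of 681 to 684 bp held 16.4%, between 12.3% and 21.1% in single libraries. Whether these 8 features share reads was not tested, so their single values are uncertain.

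**Figure D1:**
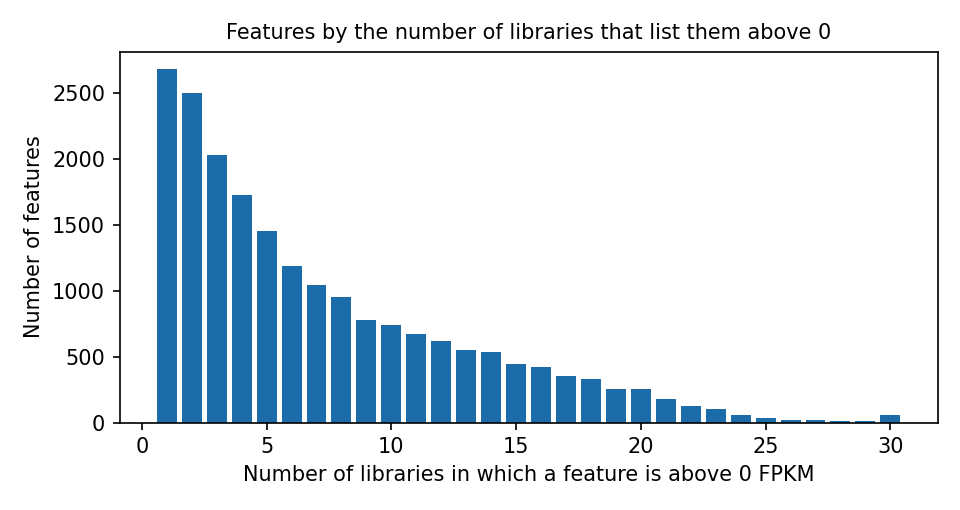
Number of features (y axis) by the number of libraries in which they were above 0 FPKM (x axis), for features above 0 in at least 1 library. The bar for 1 library holds 2679 features and the bar at the right end, for all 30 libraries, holds 58.

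**Figure D2:**
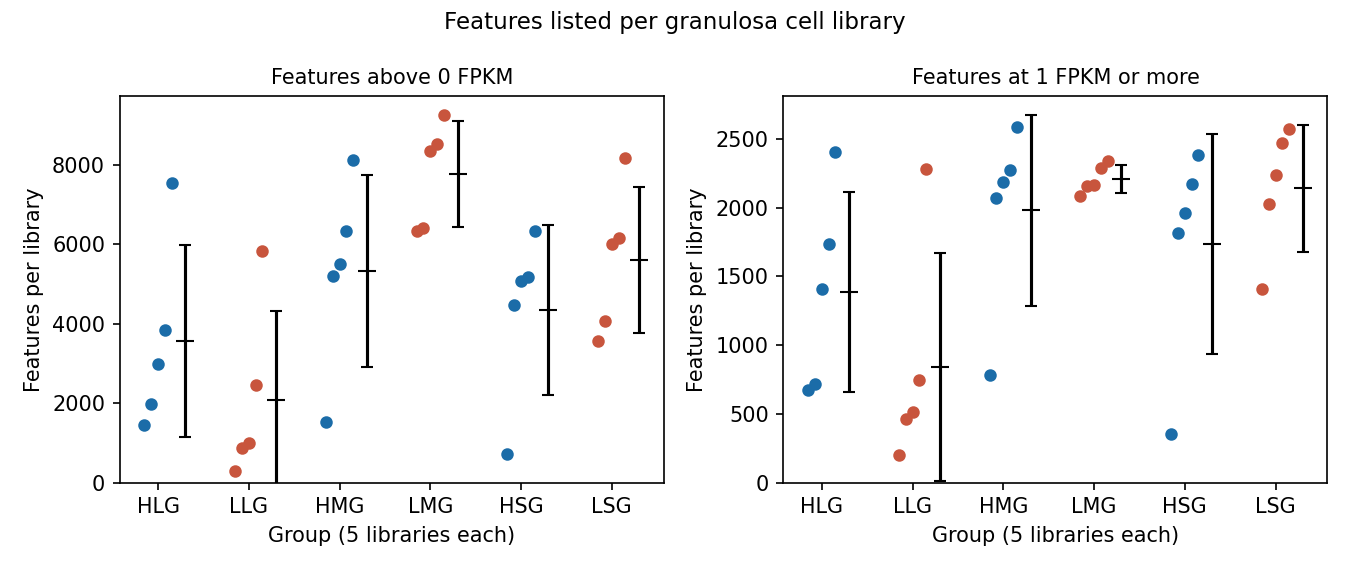
Features above 0 FPKM (left) and at 1 FPKM or more (right) per library (y axis) in the 6 groups (x axis). Points are libraries, sorted by value within a group, blue for high and red for low fertility, and black bars are the mean and SD of 5 libraries (the LLG bar on the left runs below the axis). The 5 LLG libraries spread from 301 to 5843 features above 0, the 5 LMG libraries from 6330 to 9256.

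Genes of known cell types were then examined for their levels. Among the granulosa cell genes, INHBA was above 0 in 14 libraries, CYP19A1 in 10, FST in 8, LHCGR in 4 and INHA in 2. FSHR was above 0 in 1 library, at 1.26 FPKM, and AMH in 1, at 0.03 FPKM. Among the oocyte genes, GDF9 was above 0 in 6 libraries, ZP2, ZP3 and DAZL in 2 each, and BMP15 in 1. All of them were listed at 0 in the remaining libraries. FOXL2, ZP4, FIGLA and OOEP were not analysed here. The same held for genes used by most cells. Of 25 such genes in the table, 0 were above 0 in all 30 libraries, and single genes of this list were above 0 in between 3 libraries (MYL6) and 20 (HNRNPA1). A value of 0 therefore does not show that a gene was silent, and no group means are given for single genes.

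The number of genes expressed by each population was compared between the fertility classes at each size. At 1 FPKM or more, HLG libraries had 1389 ± 728 features and LLG libraries 842 ± 829 (SD, n = 5 each). The difference of 547.4 was not larger than the spread between libraries (two-sided exact permutation test, p = 0.294, 0.619 after adjustment over 3 sizes). HMG libraries had 1980 ± 695 and LMG libraries 2207 ± 101 features, a difference of -226.6 (same exact test, p = 0.706, adjusted 0.706). HSG libraries had 1737 ± 800 and LSG libraries 2142 ± 462 features, a difference of -404.8 (same exact test, p = 0.413, adjusted 0.619). Without HSG-5 the latter was -59.85, and that between HLG and LLG ranged from 293.4 without HLG-10 to 908.0 without LLG-8. The limit of detection moved the medium follicle result most. The difference between HMG and LMG was -2437.4 for features above 0 FPKM (exact permutation test, p = 0.0476, adjusted 0.143) and -838.6 for features above 0.5 FPKM, a limit added after the data were seen. At 10 FPKM or more HMG exceeded LMG by 67.8 features (p = 0.0317, adjusted 0.0952, same exact test). Without HMG-8 the difference between HMG and LMG was 71.95 in the opposite direction. The high minus low difference did not differ between sizes either (permutation tests, p = 0.199 for large against medium, 0.147 for large against small, 0.736 for medium against small; adjusted 0.298, 0.298 and 0.736).

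Between sizes, a comparison added after the data were seen, libraries of large follicles had 1115 ± 790 features at 1 FPKM or more, those of medium follicles 2094 ± 483 and those of small follicles 1939 ± 652 (SD, n = 10 each). Large follicles were below medium ones by a difference of -978.2 (two-sided permutation test, p = 0.00629, adjusted over 4 comparisons 0.0252). This difference exceeded the spread between libraries, but without HMG-10 the adjusted p was 0.0533, and at 10 FPKM or more the direction was the opposite, at 81.0 features. Without the 4 libraries absent from the study's mapping list, the difference between large and medium follicles was -698.8 (permutation test, adjusted p = 0.0920). Leaving these out kept 7 large, 10 medium and 9 small libraries, so most of them are of large follicles. The difference between large and small follicles was -823.9 (permutation test, p = 0.0267, adjusted 0.0533), and that between medium and small follicles was 154.3 (p = 0.544, adjusted 0.726). Without HSG-5 the latter was -21.5. High and low fertility libraries had 1702 ± 732 and 1730 ± 827 features (SD, n = 15 each), a difference of -28.0 (p = 0.910, adjusted 0.910).

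How close the libraries of a group lie to each other was compared next. The mean Spearman correlation between libraries was 0.119 in HLG and 0.156 in LLG, a difference of -0.0366 (two-sided exact permutation test, n = 5 each, p = 0.0635, adjusted 0.119). It was 0.119 in HMG and 0.135 in LMG, a difference of -0.0158 (same exact test, p = 0.0794, adjusted 0.119). It was 0.118 in HSG and 0.122 in LSG, a difference of -0.0032 (same exact test, p = 0.698, adjusted 0.698). None of the 3 differences passed the threshold after adjustment. The Pearson correlation moved a difference most, that between HMG and LMG, to -0.0981 (exact permutation test, p = 0.0397, adjusted 0.119). This difference was -0.0773 without a filter on low values and -0.0818 over the 1000 features with the highest mean. Over the 58 features above 0 in all 30 libraries the difference between HLG and LLG changed direction, to 0.0372 (adjusted p = 0.286, exact permutation test). It shrank to -0.0052 without the 4 libraries absent from the study's mapping list (adjusted p = 0.729, exact) and to -0.003 over the 1000 features with the highest mean (adjusted p = 0.960, exact). Without LLG-8 the difference between HLG and LLG was -0.0574 (adjusted p = 0.0238, exact), and without LMG-7 that between HMG and LMG was -0.0227 (adjusted p = 0.0476, exact), both past the threshold. Without LLG-7 the difference between HLG and LLG was -0.02. LLG-8 had 5843 features above 0 and LLG-7 had 301. Values of 0 share 1 rank, so this correlation may follow how many features a library lists, which was not tested. The direction of the third difference turned to 0.0012 without HSG-5 and to 0.0014 without LSG-7.

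Fertility class took 3.33% of the squared distances between the 30 libraries (permutation test within size, p = 0.559), no more than permuted labels. Follicle size took 8.21% (permutation test within fertility, p = 0.00807, adjusted over both factors 0.0161). With distances taken as 1 minus the Spearman correlation, size took 7.29% (adjusted p = 0.151). With the number of features above 0 as a covariate, it took 6.47% (permutation test, p = 0.770).

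Features that differed between the fertility classes were then sought with limma at each size. No feature passed an adjusted p of 0.05 in large, medium or small follicles (0 of 6058 in each), and 291, 312 and 387 features had an unadjusted p under 0.05, where 303 are 5% of those tested. With only the 2 groups compared in the fit, these counts were 71, 314 and 136, and with sample quality weights 624, 348 and 312. Averaged over sizes, limma called 0 features, with 239 at an unadjusted p under 0.05. For the fertility by size interaction it called 0, with 283 at an unadjusted p under 0.05. Leaving out single libraries moved the number of calls most, to 3 features in HMG against LMG without LMG-10 and 2 without LMG-5, and it gave 1 in HSG against LSG without LSG-5. Sample quality weights gave 1 feature in HLG against LLG, the gene RIC8B, and 1 in HMG against LMG, the gene TFAP4. Without the 4 libraries absent from the study's mapping list, 1 was called in HLG against LLG, the gene PITPNA. TFAP4 and PITPNA were chosen after their values were seen. Fisher's exact test on the number of libraries above 0, averaged over sizes, also gave 0 features. It was run on all 20125 features, of which 171 were at an unadjusted p under 0.05. In simulated data for HLG against LLG, limma called 3 of 200 random features changed 16-fold, so its 0 calls leave differences open.

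The feature with the lowest p in large follicles was RIC8B (NCBI gene 102191310), with a log2 fold change of 2.49 ± 0.61 (SE) in HLG against LLG and an adjusted p of 0.976 in limma. It was above 0 in 5 of 5 HLG libraries, at 1.25 to 21.34 FPKM, and in 1 of 5 LLG libraries, at 2.98 FPKM. In medium follicles it was C22H3orf62 (NCBI gene 102182000), at -1.55 ± 0.32 in HMG against LMG and an adjusted p of 0.108 in limma. This gene was above 0 in 5 of 5 LMG libraries, at 0.21 to 7.93 FPKM, and in 1 of 5 HMG libraries, at 0.18 FPKM. Without LMG-5 its adjusted p was 0.00240, and without LMG-10 it was 0.0488. In small follicles it was LOC102187880, at -2.25 ± 0.52 in HSG against LSG and an adjusted p of 0.424 in limma. It was above 0 in 5 of 5 LSG libraries, at 0.15 to 16.66 FPKM, and in 1 of 5 HSG libraries, at 0.73 FPKM, and its adjusted p was 0.00930 without LSG-5. Averaged over sizes it was MXLOC_1615668, at -1.15 ± 0.30 and an adjusted p of 0.952 in limma, with values above 0 in 1 of 15 high fertility libraries and in 10 of 15 low fertility libraries.

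Between follicle sizes, limma called 0 features in large against small (510 at an unadjusted p under 0.05), 1 in medium against small (311) and 0 in large against medium (698). The called feature was MXLOC_131549, which has no gene symbol, with a log2 fold change of 2.61 ± 0.51 (SE) and an adjusted p of 0.0456. It was above 0 in 4 of 5 HMG and 5 of 5 LMG libraries, and in 0 of 5 HSG and 2 of 5 LSG libraries. The same feature had the lowest p in large against medium, at -2.46 ± 0.51 and an adjusted p of 0.0951 in limma, and it was above 0 in 1 of 5 HLG and 1 of 5 LLG libraries. The call in medium against small was lost when any of 25 libraries was left out, and was kept without HLG-9, HMG-8, LLG-8, LMG-9 or LSG-10. In large against small the lowest p was that of MXLOC_653941, at -3.12 ± 0.67 and an adjusted p of 0.161 in limma. Its FPKM was 0.73 to 22.31 in HLG and at most 4.57 in LLG, against 1.25 to 72.29 in HSG and 10.96 to 61.23 in LSG. Without HLG-10 its adjusted p was 0.0421, and without HSG-8 it was 0.0225. Fisher's exact test, run on all 20125 features and not on the 6058 tested by limma, gave 0 features for each pair of sizes. With 10 libraries per size, even a feature above 0 in all of 1 size and none of another could not pass alone. These 0 counts are therefore little evidence against a difference. The smallest adjusted p of Fisher's exact test was 0.1089, in large against medium. At an unadjusted p under 0.05 the test gave 335 (large against small), 197 (medium against small) and 1241 (large against medium).

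Genes of the NOTCH and TGF-β pathways, which the study discussed in oocytes, granulosa cells or both, were compared between large and small follicles. Of the 12 genes, 5 passed the filter, and 0 were called by limma over all features or adjusted over the list alone, with 0 at an unadjusted p under 0.05. Since the list comes from the study's account of these samples, the latter is not independent evidence. The 5 genes were above 0 in 6 to 23 of the 30 libraries. In simulated data for HLG against LLG, 1.5% of random features changed 16-fold were called. The 0 calls are therefore weak evidence against a difference. The log2 fold changes were -0.18 ± 0.22 for NOTCH2, 0.32 ± 0.43 for BMPR1A, 0.10 ± 0.39 for BMPR1B and -0.15 ± 0.31 for BMPR2 (SE, adjusted p from 0.788 to 0.946 in limma). BMPR1B changed sign with a pseudocount of 0.1. HES1 was listed at 0 in all 10 large follicle libraries and was above 0 in 4 of 10 medium and 2 of 10 small ones (adjusted p = 0.609 in limma, large against small). The others were above 0 in few libraries, with JAG1 in 12, ID4 in 9, NOTCH1 in 8, ID3 in 4, DLL3 and JAG2 in 2 each and NOTCH3 in 1.

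Genes that the study measured by PCR were compared between high and low fertility, averaged over sizes. Of the 10 genes, 4 passed the filter, and 0 were called by limma over all features or adjusted over the list alone, with 0 at an unadjusted p under 0.05. This list also comes from the study's account of these samples. The 4 genes were above 0 in 6 to 14 of the 30 libraries. In simulated data for HLG against LLG, 3 of 200 random features changed 16-fold were called. The 0 calls here are therefore weak evidence against a difference. The log2 fold changes were -0.17 ± 0.21 for NEFM, 0.06 ± 0.24 for LMX1A, -0.40 ± 0.28 for CD38 and -0.09 ± 0.19 for STRBP (SE, adjusted p from 0.952 to 0.989 in limma). LMX1A, above 0 in 6 libraries, changed sign without HMG-7 or HSG-7. INHBB was above 0 in 10 libraries, DACT1 in 7, MCPH1 and PNPLA3 in 2 each and DKKL1 in 1, and PLCZ1 was not analysed here.

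Cell division genes were tested as a set, of which 6 passed the filter. Their mean log2 fold change was 0.07 in HLG against LLG, -0.13 in HMG against LMG and -0.21 in HSG against LSG, and their median was 0.20, -0.12 and -0.31. The set was not called at any size by camera (two-sided p = 0.849, 0.433 and 0.397, adjusted 0.849, 0.650 and 0.650, limma), by camera with an estimated correlation or by fry. In HLG against LLG the mean and median were positive and fry gave a rise, whereas camera, which ranks the set against all features, gave a fall. In HMG against LMG the mean was 0.04 without LMG-7.

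To show what a fold criterion alone gives, features whose group means differed at least 2-fold were counted without a test. In large follicles 1697 features were higher in HLG and 1069 in LLG, together 91.4% of the 3026 features with a mean of at least 1 FPKM. In medium follicles 1422 were higher in HMG and 963 in LMG, 71.9% of 3317. In small follicles 1227 were higher in HSG and 1696 in LSG, 77.4% of 3775, and without HSG-5 the numbers were nearly even, at 1549 and 1583. The filter on the mean moved these counts most, and without it 5065 and 2585, 3832 and 5165, and 3751 and 5390 features were higher in the high and the low fertility group of large, medium and small follicles. The direction of the majority in medium follicles was thus the opposite without the filter, as it was with group medians (287 higher in HMG, 538 in LMG). With a mean of at least 10 FPKM the majority changed sides in large follicles (81 higher in HLG, 86 in LLG) and in small follicles (36 higher in HSG, 19 in LSG). When the 10 libraries of a size were split at random, 2766 or more features differed 2-fold in 27 of 100 splits for large follicles, the labelled one included. For medium follicles 30 of 100 splits, and for small follicles 52 of 100, gave as many as the labelled one.

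**Figure D3:**
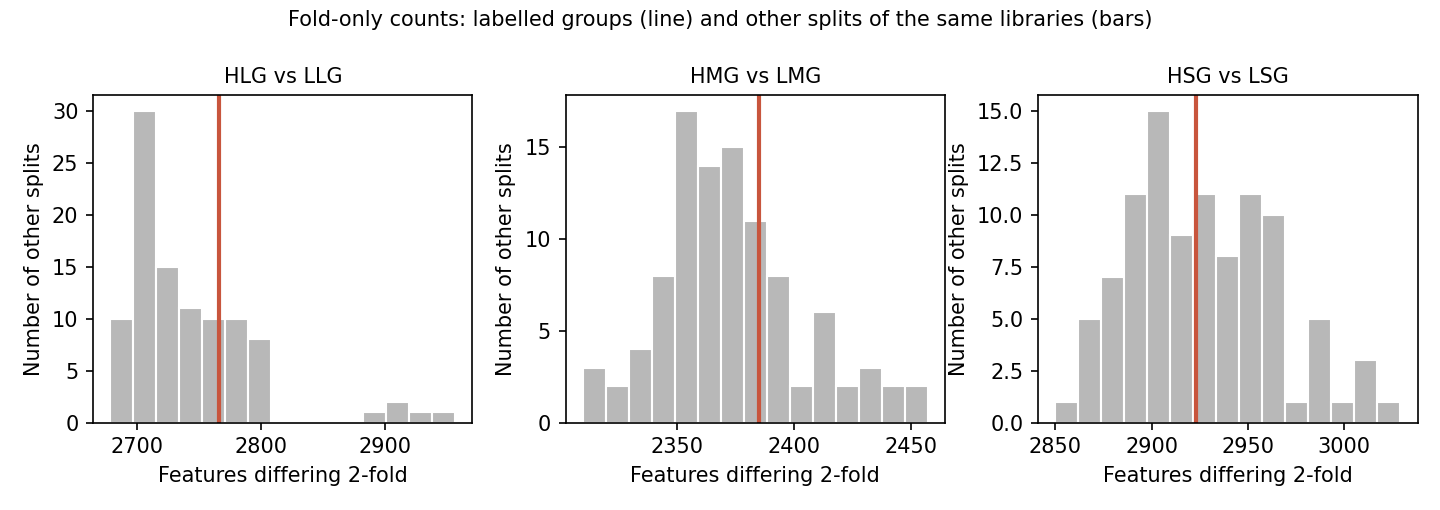
Number of splits (y axis) by the number of features differing at least 2-fold between 2 groups of 5 libraries (x axis), for large (left), medium (middle) and small (right) follicles. The red line is the count for the labelled fertility groups (2766, 2385 and 2923) and grey bars are the other splits of the same 10 libraries. In each panel the line lies within the range of the bars.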

Values the study reported

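The paper reports 5664 genes with higher expression in HLG and 2944 with higher expression in LLG. For medium follicles it gives 4323 genes higher in HMG and 5907 higher in LMG, and for small follicles 3925 higher in HSG and 5992 higher in LSG. It describes 15 goats in each fertility class, and samples of 10 to 20 granulosa cells. Its methods use genes with FPKM above 0.5.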

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

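In this part, the tests of sequencing depth and of the FPKM totals of the 4 libraries absent from the study's mapping list were chosen only after the results were seen, while the test of swapped labels and the search for outlying libraries were set before their values were known. In 48 sets of 5 libraries searched for a library far from the others of its group, 8 stood out by Dixon's criterion for 5 values, where chance alone gives about 2.4, or 1 set in 20. The 8 values concern 7 libraries, and a single one of them may be a chance value.

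In 3 groups, 1 library lay far from the others in the number of features at 1 FPKM or more. HMG-8 had 786 such features, against 2069 to 2588 in the other HMG libraries. HSG-5 had 357, against 1813 to 2381, and LLG-8 had 2284, against 201 to 745. Sequencing depth is one technical explanation. Relative depth could be read from the steps of low values in 16 libraries, where it spanned a ratio of 1.34 while the features above 0 spanned a ratio of 2.42, wider than depth alone allows. LLG-8 is one of these 16, at a relative depth of 0.968, but the other LLG libraries are not, so whether it was deeper than they were stays open. HMG-8 and HSG-5 are among the 14 libraries whose steps could not be read, so for them FPKM alone cannot tell depth apart from a lower yield of transcripts. Another explanation is that the labels of HMG-8 and LLG-8 were swapped, which would place the count of LLG-8 among those of the other HMG libraries and that of HMG-8 just above the 201 to 745 of the other LLG libraries. Over the 58 features above 0 in all 30 libraries, LLG-8 was nearer to the mean profile of medium than of large follicles and HMG-8 was nearer to that of its own size, so 1 of these 2 libraries was nearer to the other size. The same was true of 3 of the other 18 large and medium libraries, all 3 of them of large follicles, so the test decides neither way. A single wrong label and a real difference between the cells of single libraries stay open as well, and were not tested.

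HSG-5 also had the lowest share of FPKM in features without an NCBI gene number in its group, 66.0% against 72.1% to 74.3%. HLG-5 had 77.7% of its FPKM in the 58 features above 0 in all 30 libraries, against 86.3% to 88.4% in the other HLG libraries. HSG-5 and HLG-5 are 2 of the 4 libraries that the study's mapping list does not include. The others are LLG-5 and LLG-7. These 4 libraries had the 4 lowest totals of FPKM of all 30, from 33640 to 46830 against 55094 or more in the other 26. Drawing 4 of 30 libraries at random gives these 4 with a chance of 3.65e-05. A processing of these 4 libraries that differed from that of the others may explain their low totals, and the values leave open what it was. No biological explanation was tested.

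HMG-5 had 85.8% of its FPKM in the same 58 features, against 88.0% to 88.8% in the other HMG libraries. This library is on the mapping list and its relative depth, 1.063, was within the range of 0.843 to 1.129 of the 16 libraries read. No explanation of it was tested.

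For 2 features named in the report, 1 library lay far above the others of its group, in groups without a value of 0. Groups in which a feature had a value of 0 are not among the 8 sets, although a similar gap occurs there. For example, MXLOC_653941 in LLG was at 4.57 FPKM in 1 library, against 0 to 0.57 in the other 4. MXLOC_653941 was at 22.31 FPKM in HLG-10, against 0.73 to 4.22 in the other 4. MXLOC_131549 was at 17.59 FPKM in LMG-7, against 5.74 to 8.44 in the other 4. Neither identifier could be tied to a gene, so reads shared with other copies were not tested for them, and no biological explanation was tested.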

How the results depend on the processing

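In this part, the pseudocounts 0.1 and 0.5, the scalings, the detection limit of 0.5 FPKM, the covariate, Fisher's exact test, the restrictions to features with an NCBI gene number or above 0 in all 30 libraries, and all comparisons of detected features between sizes or over all high and low libraries were chosen after seeing the data. Of 228 values of the main results under alternatives other than single libraries, 187 kept their direction and side of the threshold or, for counts, stayed within 1.5 times the reported one. Of 630 values with 1 library left out, 564 did. Many of these fits left out a library of a group not compared, which changes the estimated spread but not the fold change. Others were counts of 0 in tests with low recovery. These totals are therefore not a measure of robustness. Where no reason is given, the cause was not tested.

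The single call of medium against small (MXLOC_131549) fell to 0 without a filter, with sample quality weights, without the 4 libraries absent from the mapping list and with the covariate. Fisher's exact test also gave 0, but with 10 libraries per size it could not call a lone feature, so it is no retest. The count was also 0 with at least 1 FPKM in at least 15 libraries and without features lacking an NCBI gene number, but both settings remove this feature and so do not retest it. Its adjusted p ranged from 0.00189 to 0.470 in limma. The filter of at least 15 libraries, which tests 162 features, gave 5 in large against small (MXLOC_593995, MXLOC_704891, LOC108637988, MXLOC_1540017 and MXLOC_653941) and 6 in large against medium. Quality weights gave 12 in large against medium, 1 in HLG against LLG (RIC8B) and 1 in HMG against LMG (TFAP4). A pseudocount of 0.1 gave 1 in large against small (MXLOC_653941) and 5 in large against medium (MXLOC_119943, MXLOC_653941, ZC3H11A, MXLOC_131549 and MXLOC_242763). Without the 4 libraries, 1 was called in HLG against LLG (PITPNA). These features were chosen after their values were seen. The smallest adjusted p of limma ranged over the alternatives from 0.00505 to 1 in HLG against LLG, from 0.00144 to 0.993 in HMG against LMG, and from 0.00302 to 0.748 in large against medium. The interaction and the fertility average stayed at 0 calls in every alternative run.

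Libraries with the same number in different groups correlated from -0.034 to 0.124 in their deviations from the group means (mean 0.007). With different numbers they correlated from -0.073 to 0.052 (mean -0.002), so on average these correlations show little pairing by number. The number was not free of pattern, however. Library 5 had the lowest FPKM total in HLG, HMG, HSG, LMG and LSG, though not in LLG. It had the lowest share of FPKM in the 58 features above 0 in all 30 libraries in each group but LSG. A batch that follows the number therefore stays open. With a replicate block MXLOC_131549 was at an adjusted p of 0.09025 in limma, so the count for medium against small was 0. No other call changed.

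With each library left out in turn, calls ranged from 0 to 3 in HMG against LMG, 0 to 1 in HSG against LSG, 0 to 4 in large against medium, 0 to 1 in large against small and 0 to 2 in medium against small. In HMG against LMG there were 3 without LMG-10 (C22H3orf62, MXLOC_1615668 and MXLOC_751456), 2 without LMG-5 (C22H3orf62 and CDCA7L), and 1 each without HLG-9 (CDCA7L), HMG-8 (TFAP4), HMG-10 (MXLOC_242763) and HSG-8 (MXLOC_1289665). In HSG against LSG there was 1 without LSG-5 (LOC102187880). In large against medium there were 4 without LLG-8 (MXLOC_131549, MXLOC_1572623, MXLOC_653941 and MXLOC_704891), 2 without HMG-8 (MXLOC_131549 and MXLOC_653941) and 1 each without HLG-9 (MXLOC_131549), HLG-10 (MXLOC_653941) and LMG-9 (MXLOC_242763). In large against small there was 1 without HLG-10 or HSG-8 (MXLOC_653941) and 1 without LLG-8 (MXLOC_704891). In medium against small there were 2 without LMG-9 (MXLOC_131549 and MXLOC_242763), 1 without HLG-9, HMG-8, LLG-8 or LSG-10, and 0 without any of the other 25 libraries.

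Among named genes, BMPR1B was -0.35 with a pseudocount of 0.1, and ranged from -0.086 to 0.27 with single libraries left out. LMX1A ranged from -0.11 to 0.19, CD38 from -0.48 to -0.10 (without LLG-9) and BMPR1A from 0.03 (without LLG-10) to 0.49. None of these was called. The cell division mean of HLG against LLG was -0.024 without the 4 libraries and -0.17 with the covariate, and that of HMG against LMG was 0.014 with the covariate. The latter ranged from -0.25 to 0.0385 (without LMG-7) with single libraries left out, and the former from 0.0043 (without LLG-5) to 0.25 (without LLG-8).

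The 2-fold count of HLG against LLG was 7650 without a filter on the mean, 167 with a mean of at least 10 FPKM and 232 with group medians. For HMG against LMG these were 8997, 42 and 825, and a pseudocount of 1 gave 1407. For HSG against LSG they were 9141, 55 and 717. The filter changes how many features are counted, from 118 to 17694 in HMG against LMG. Of the 2-fold features of medium follicles, 59.6% were higher in HMG as reported, and 51.6% or 50.3% with libraries scaled to equal totals or on the features above 0 in all 30. Of those of small follicles 42.0% were higher in HSG as reported, 46.4% or 48.4% with these scalings and 49.5% without HSG-5. For large follicles 61.4% were higher in HLG, and 61.9% or 58.4% with the scalings.

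At 10 FPKM or more, the differences in detected features changed direction to 67.8 (HMG against LMG), 81.0 (large against medium), 48.4 (large against small), -32.6 (medium against small) and 20.5 (high against low), none past the threshold. Without the 4 libraries, large against medium was -698.8 (adjusted p = 0.0920, permutation test) and medium against small -21.5. With single libraries left out, HLG against LLG ranged from 293.4 to 908.0, HMG against LMG from -378.6 to 71.95, HSG against LSG from -588.5 to -59.85 (without HSG-5), high against low from -137.2 to 68.1, large against medium from -1123.5 to -876.6, large against small from -999.7 to -722.3 and medium against small from -21.5 to 299.6. Large against small passed the threshold without HLG-9 (-893.1), HLG-10 (-967.2), HSG-5 (-999.7), LLG-8 (-953.8) or LSG-9 (-883.0), and large against medium failed it without HMG-10 (-923.3).

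The difference in homogeneity between HLG and LLG was 0.0132 without a filter, 0.0372 over the features above 0 in all 30 libraries, -0.0052 without the 4 libraries and -0.003 over the 1000 features with the highest mean, and that between HSG and LSG was 0.0012 without the 4 libraries. With single libraries left out they ranged from -0.0574 to -0.02 (HLG against LLG), -0.0227 to -0.0076 (HMG against LMG) and -0.0107 to 0.0014 (HSG against LSG). The size share of the distances was 7.29% with 1 minus Spearman and 6.47% with the covariate, neither past the threshold.

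Alternatives that need read counts were not run on FPKM. These are other count normalizations, a second count test, thinning to the smallest total and a detection limit on normalized counts. Since the depth of 14 libraries could not be read from FPKM, these values cannot tell a feature at 0 in them from one below the reach of the library.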

Other observations

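In this part, the tests of depth, of the covariate, and of splits of the limma counts and of the filtered 2-fold counts were chosen only after the results were seen, while the tests of the 2 added gene lists, of splits without a filter and of splits of the cell division set were set before their values were known.

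Chance was weighed by splitting the same libraries in 100 ways per contrast, the labelled split included. Since limma called 0 features in HLG against LLG, HMG against LMG, HSG against LSG, the fertility average, the interaction, large against small and large against medium, all 100 of 100 splits gave as many calls in each. For the 1 call of medium against small, 2 of 100 splits gave as many. Counts at an unadjusted p under 0.05 were reached by 19 of 100 splits in HLG against LLG, 39 in HSG against LSG, 62 in the fertility average, 16 in the interaction and 52 in medium against small, so chance cannot be excluded for these. They were reached by 3 of 100 in HMG against LMG, 2 in large against small and 3 in large against medium. Chance is unlikely for each of these 3 alone, but 8 contrasts were tried, and only large against medium and large against small lay well above the 303 features that 5% gives. Without the 4 libraries absent from the study's mapping list these 2 counts were 364 and 417, and with sample quality weights 1420 and 819.

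The excess in large against medium may follow the number of features above 0 per library. With its log2 value as a covariate, the count at an unadjusted p under 0.05 fell from 698 to 258. This is below 303, but above 223, the median over the splits without the covariate. No splits were fitted with the covariate, so whether an excess remains stays open. The count also fell, to 364, without the 4 libraries absent from the study's mapping list. Part of the excess may rest on these libraries, or the fall on the smaller number of libraries fitted. The share of distances taken by size, 8.21%, was 6.47% with the covariate, no more than under permuted labels (permutation p = 0.770). The latter test replaced an earlier form, in which the covariate was removed from the features but not from the size labels, after that form had also given no share above permuted labels. Both results with the covariate fit a size effect that runs through how many features a library lists. The covariate itself differs between sizes, so a real difference between follicle sizes stays open. Over the 58 features above 0 in all 30 libraries, size took 12.8% (adjusted p = 0.0339, permutation test), which features at 0 alone cannot explain, although the values of these 58 features may also vary with the yield of a library, which was not tested.

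The number of features above 0 was compared with depth in the 16 libraries where low values showed steps (3 of large, 9 of medium and 4 of small follicles). In these, 1 fragment in a gene of 1 kb was worth 0.0613 to 0.0820 FPKM. Relative depth ranged from 0.843 to 1.129, a ratio of 1.34, while features above 0 ranged from 3832 to 9256, a ratio of 2.42. Features can rise at most in proportion to depth, so depth alone cannot be the cause of the difference among these 16. Pearson's r was 0.151 (permutation p = 0.575) and Spearman's rho 0.221 (p = 0.409), both 0.575 after adjustment over 2 relations, and r was 0.39 without the 2 libraries farthest from the median depth. The other 14 libraries, most of them with few features, gave no readable steps, so for them FPKM alone cannot tell depth apart from the amount of RNA captured.

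Genes used by most cells and granulosa cell genes were listed at 0 in most libraries. A candidate explanation is that transcripts were captured, but few per library. The 25 of 30 abundant genes in the table were above 0 in a mean of 11.72 libraries, against a median of 5.8 in random lists matched on gene span (percentile 100), which this explanation needs. Another is that many reads do not come from transcripts of these cells. The 22 of 27 genes of liver, muscle, eye, brain and pancreas in the table were above 0 in a mean of 6.82 libraries, against 6.68 in random lists (percentile 54.2). Their levels reached 61.63 FPKM for GCG, 18.95 for MYL1 and 18.31 for RPE65, each in its highest library. The 27 genes share 0 with the other lists, those taken from the study included, but how many of them goat granulosa cells express was not assessed. A list at the random level is what reads from elsewhere, such as genomic DNA, would give. The excess of the abundant genes shows that such reads are not the whole of the signal, and a mixture stays open. Across 17945 genes, the number of libraries above 0 rose with gene span (rho 0.378, across genes, which are not independent replicates).

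The other lists were placed among random lists in the same way. The percentile of the mean number of libraries above 0 was 92.8 for the NOTCH and TGF-β list, 94.9 for theca, 44.2 for the PCR list, 37.9 for cell division, 25.2 for granulosa cell genes, 8.2 for endothelial and 4.3 for immune genes. The comparison is void for erythroid, luteinization and oocyte genes, since 66.7%, 75.0% and 62.5% of them were in the table, less than 80%. At most 38.74 FPKM was reached by a granulosa cell gene (LHCGR), 18.73 by a theca gene (NR2F2), 6.38 by an endothelial gene (PECAM1), 4.28 by an immune gene (CD68) and 5.47 by an erythroid gene (AHSP), each in 1 library. LHCGR is also in the luteinization list.

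Splits also place the fold-only counts and the set test. As many 2-fold features were found in 27, 30 and 52 of 100 splits for large, medium and small follicles, and without the filter on the mean in 48, 11 and 34 of 100. A camera p as small for the cell division genes was found in 75, 56 and 39 of 100 splits. Chance cannot be excluded for any of these results.

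The fold-only counts with the filter were 1697 features higher in HLG and 1069 in LLG, 1422 in HMG and 963 in LMG, and 1227 in HSG and 1696 in LSG. All of these are lower than the counts the study gives for the same groups. Without the filter they were 5065 and 2585, 3832 and 5165, and 3751 and 5390. These lie closer to the study's counts, though how the study defined a higher gene was not tested.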
